# Expression profiling of circulating non-red blood cells in embryonic blood

**DOI:** 10.1186/1471-213X-8-21

**Published:** 2008-02-27

**Authors:** Brendan AS McIntyre, Cantas Alev, Hiroshi Tarui, Lars M Jakt, Guojun Sheng

## Abstract

**Background:**

In addition to erythrocytes, embryonic blood contains other differentiated cell lineages and potential progenitor or stem cells homed to changing niches as the embryo develops. Using chicken as a model system, we have isolated an enriched pool of circulating non red blood cells (nRBCs) from E4 and E6 embryos; a transition period when definitive hematopoietic lineages are being specified in the peri-aortic region.

**Results:**

Transcriptome analysis of both nRBC and RBC enriched populations was performed using chicken Affymetrix gene expression arrays. Comparison of transcript profiles of these two populations, with verification by RT-PCR, reveals in nRBCs an expression signature indicative of hematopoietic stem cells (HSCs) and progenitor cells of myeloid and lymphoid lineages, as well as a number of previously undescribed genes possibly involved in progenitor and stem cell maintenance.

**Conclusion:**

This data indicates that early circulating embryonic blood contains a full array of hematopoietic progenitors and stem cells. Future studies on their heterogeneity and differentiation potentials may provide a useful alternative to ES cells and perinatal blood.

## Background

The isolation and gene expression profiling of embryonic circulating nRBCs would be of great interest to developmental biologists and clinicians alike [1], yet due to limited sample size available from traditionally used model organisms, harvesting a sufficiently large pool of embryonic nRBCs for transcriptome-wide analysis has been difficult. Alternative approaches using perinatal blood have already yielded significant insights [2]. The chick embryo is both large in size and contains a circulatory network of a complexity equal to that of mammals. Herein, we describe the isolation and gene expression profiling of circulating cells during the transition phase of hematopoiesis from primitive or yolk sac associated, to definitive hematopoiesis, at embryonic days 4 and 6. It is during this time that hematopoiesis occurs transiently in the peri-aortic region in the chick embryo (referred to in mammals as the aorta-gonad-mesonephros or AGM), before transitioning to the bone marrow [3,4].

## Results and Discussion

Chick blood was isolated from embryos at E4 and E6, using micro-capillaries inserted directly into the heart. Density gradient centrifugation was then employed to isolate the heavier RBCs from a lighter nRBC population from total embryonic blood. Cells within the two populations were analyzed directly by FACS, and by the classical hematological stains Giemsa, benzidine, and Periodic-acid Schiff (PAS). Using these techniques, we were able to confirm that two distinct, viable populations; one highly enriched in RBCs, and another population highly depleted of RBCs (nRBCs) had been isolated (Fig. 1).

**Figure 1:**
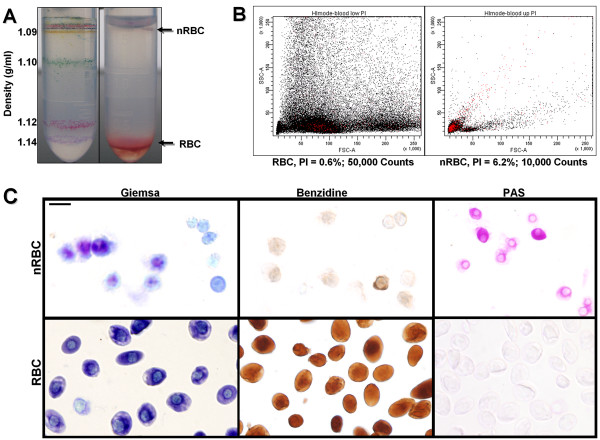
Characterization of RBC and nRBC cellular fractions. (A) Appearance of cell populations following density gradient centrifugation, along with control density marker beads. (B) FACSAria (BD Biosciences) profile of RBC and nRBCs after propidium iodide labeling of dead cells. The number of small (FSC), agranular (SSC) cells is greater in the nRBC fraction; >90% of cells from both populations are viable based on propidium iodide exclusion and Trypan blue exclusion (not shown). (C) nRBCs have a large nuclear volume, and smaller size (Giemsa), are benzidine negative and PAS positive. Bar = 20 μm.

Further characterization of these populations by RT-PCR demonstrated that nRBCs had high expression levels of the hematopoietic stem cell antigen CD34, whereas the RBC population lacked expression of this gene (Fig. 2B,C). After these preliminary findings had given validity to our technique, gene expression profiling was performed using Affymetrix Gene Expression Arrays. For RNA isolation, handling time was kept to a minimum and cell collection to lysis for RNA extraction was performed in less than one hour. Consequently, cells were not subjected to long incubation periods on ice, or in serum containing medium, which can alter gene expression, as is the case for other commonly used in techniques such as FACS sorting. RNA from both E4 and E6 RBC and nRBC samples were analyzed by duplicate Affymetrix gene chips, from separate, pooled biological samples (30–100 embryos/array). 

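Blood drawn from the ventricles had been parted on a density gradient into a lower fraction of red blood cells (RBCs) and an upper fraction of the remaining cells (nRBCs), at embryonic days 4 (E4) and 6 (E6). The 8 blood arrays comprise 2 per stage and fraction, and 1 further array holds RNA of embryonic heart, the negative control. The paper's methods give the heart as E6, which is used here, while the heading of the deposited table and Fig. 6A give E4. The array carries 38439 chicken probe sets, and the authors' table gives each one a MAS5 signal, the Affymetrix measure of brightness, and a call of Present, Marginal or Absent on each array. The deposited signals had not been brought to a common scale: the median signal per array ran from 11.4 to 33.3. On E4 RBC replicate 2, E6 RBC replicate 2 and E4 nRBC replicate 2, 214, 188 and 256 signals lay under 1, against 1182 to 2172 on the other 5 blood arrays. Here the signals were put on the log2 scale and quantile normalized over the 8 blood arrays, the order the paper's methods describe, with the 11 signals of 0 set to 0.1. The 4 nRBC arrays were compared with the 4 RBC arrays by limma, stages pooled, and p-values were adjusted by Benjamini-Hochberg over all probe sets. Where a probe set was called Present on no RBC array, the difference is given as "at least N-fold". It sets the mean of the nRBC arrays against a limit on each RBC array. The limit is that array's lowest Present signal, or the probe set's own signal where that is higher. That lowest signal is taken over all probe sets, and far brighter signals can lack a Present call. JUN averaged 6.71 on the log2 scale in RBCs and was Present on no RBC array. "At least" thus refers to this limit and is not a strict lower bound for each probe set. The log2 signals correlated at 0.87 to 0.90 between nRBC arrays, at 0.82 to 0.86 between RBC arrays and at 0.76 to 0.83 across the fractions. Across the fractions the deviations of arrays of the same number correlated at 0.08 at E4 and -0.05 at E6. These values span all probe sets, 20071 of them Present on no blood array, so they cannot settle whether the fractions share pools. The comparison was made unpaired, and pairing by number is given as an alternative. The ratio of the 3' to the 5' probe set of GAPDH, which rises as RNA degrades, was 9.44 to 11.1 on the RBC arrays, 5.20, 4.22 and 5.99 on E4 nRBC replicates 1 and 2 and E6 nRBC replicate 2, 12.7 on E6 nRBC replicate 1 and 2.08 on the heart array. The number of arrays limits the precision of every difference.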

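At an adjusted p under 0.05 from limma, 1753 probe sets for 1124 gene symbols were higher in nRBCs than in RBCs and 311 probe sets for 199 symbols were lower. At an unadjusted p under 0.05 the numbers were closer, 3922 higher and 3611 lower. Of the higher genes that were Present on every nRBC array, with no overlap of the arrays and 1 symbol, those with the largest differences in limma include RGS18, ATP2A3, TPM1, FRMD4B, PTN, GJA1, MYLK, VAV3, SERPINB2, F13A1, LOC395159 and LUM. All of these were Present on no RBC array, so their order is not a measured ranking. ATP2A3, a calcium pump of the endoplasmic reticulum of blood cells, was at least 253-fold higher (nRBC log2 signal 10.75 ± 0.68, SD, n = 4, adjusted p = 5.6e-05). TPM1, a tropomyosin, was at least 236-fold higher (adjusted p = 5.6e-04), MYLK, the myosin light chain kinase, at least 204-fold (adjusted p = 2.3e-04) and FRMD4B at least 145-fold (adjusted p = 5.6e-05). On the 1 heart array TPM1 (11.62 against 11.06), MYLK (10.8 against 10.4), FRMD4B (10.41 against 9.95), PTN (11.76 against 9.56), LOC395159 (10.69 against 9.52) and LUM (9.51 against 8.96) were above their nRBC means. RGS18, ATP2A3, GJA1, VAV3, SERPINB2 and F13A1 were below theirs. Among the lower genes, EPB42, the protein 4.2 of the red cell membrane, fell by 2.74 on the log2 scale by 1 probe set (SE 0.49, adjusted p = 0.0116), while a further EPB42 probe set did not pass (log2 difference -1.15, adjusted p = 0.203). BLVRA, the biliverdin reductase, fell by 2.58 (SE 0.37, adjusted p = 0.0038). ACSS1B, OSGIN1, NARF, SLC41A3, TMEM215, AMN1, KANSL3, SLC16A10 and PTPRN2 fell by 2.19 to 2.51. The 5 globin genes measured were among the 60 brightest of all probe sets on every blood array, where saturation can hide a difference. HBZ measured 13.37 ± 0.20 in nRBCs and 13.43 ± 0.03 in RBCs (SD, n = 4, adjusted p = 0.938). Of the 5 genes 0 passed limma's threshold, with none at an unadjusted p under 0.05 (list adjusted p = 0.942 by camera), which does not show equal globin levels. None of 44 cell cycle genes passed in either direction (list adjusted p = 0.403). Of 26 immediate early and stress genes, 4 were higher (KLF2, DUSP4, EGR1 and JUN), 1 was lower (BTG2) and 21 did not pass, or 6 higher and 2 lower when adjusted over the list alone; the list's adjusted p was 0.0478 and 0.186 with an estimated correlation. Of the higher probe sets 1342 were called Present on no RBC array, and in 1742 every nRBC array lay above every RBC array; chance gives 2.86% of probe sets without overlap, and 5674 had none. The GAPDH ratio of RNA quality moved with these genes, being lower on 3 of the 4 nRBC arrays than on every RBC array. The median difference over all probe sets was -0.20 after quantile normalization and 0.02 without it, and without it 1456 probe sets were higher and 43 lower. The lower count rose to 987 with 16 added to each signal, 741 with only probe sets Present on at least 2 arrays and 705 with an intensity trend. With 1 array left out at a time, 1150 to 1546 were higher and 132 to 250 lower. With the arrays' scale (few or many signals under 1) as a block, 1577 were higher and 302 lower, and within the 5 arrays with many low signals 649 and 47. Within the 3 arrays with few, which hold 1 nRBC array, limma called 0, with 3775 at an unadjusted p under 0.05. Pairing arrays of the same number gave 1198 higher and 109 lower.

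**Figure D1:**
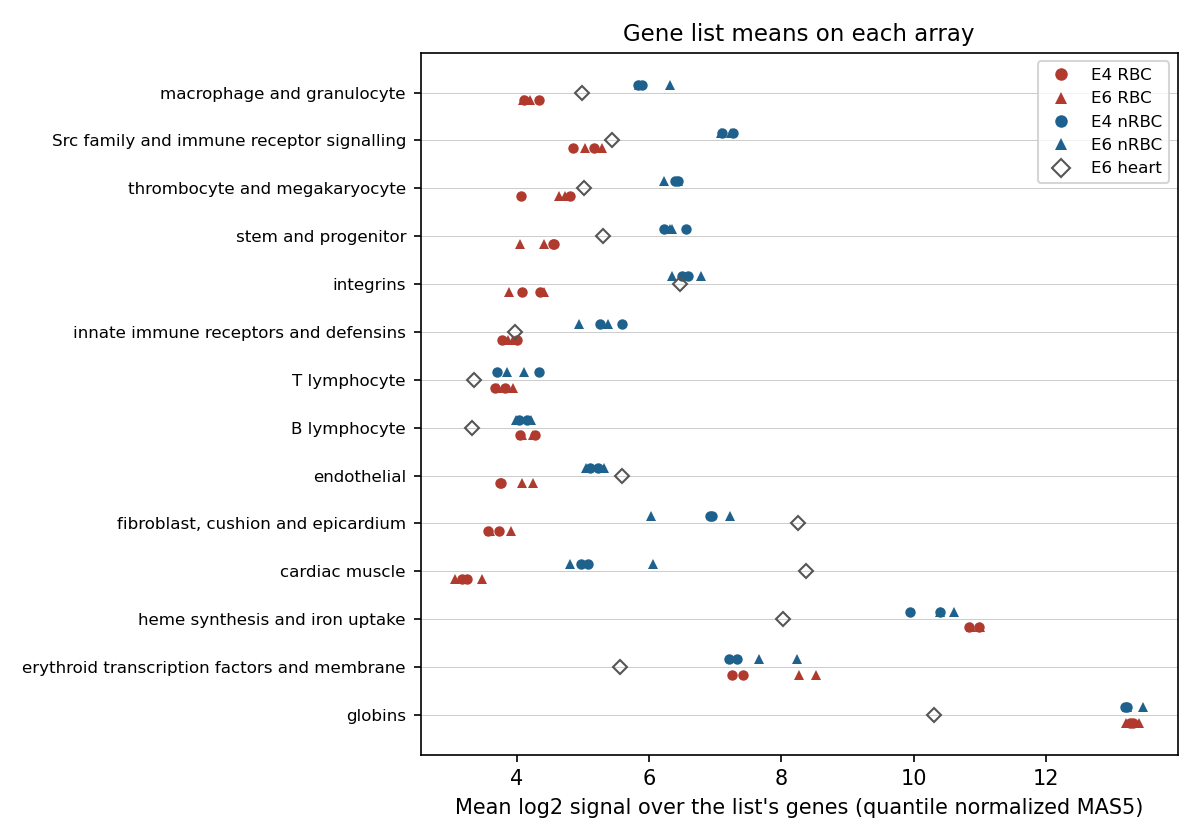
Mean log2 signal, quantile normalized, over the measured genes of 14 of the lists, 1 point per array; circles are E4, triangles E6 and open diamonds the heart. The macrophage and granulocyte means are 5.83 to 6.31 on the nRBC arrays and 4.09 to 4.33 on the RBC arrays; the globin means overlap.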

Comparisons between RBC and nRBC populations were made, and the expression levels of candidate genes were confirmed by PCR (Fig. 2A–C). The resulting array data has been deposited into NCBI Gene Expression Omnibus (GEO) under the accession number GSE9884. We considered genes to be significantly enriched in the nRBC population by the following two criteria: 1) that they are expressed at higher levels in the nRBC than the RBC population by the SAM algorithm; 2) that they are not expressed at high levels in the heart (Fig. 3).

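Most genes of Table 1 had a heart signal below that of the nRBCs, while most other genes that were higher in nRBCs had a heart signal above it. Of the 59 probe sets of Table 1, 49 had a heart signal at or below the nRBC mean and 10 were above it: ALCAM, ETS1, FGD5, IL1R1, KLF2, PDGFA, PTN, THBS4, TNFRSF21 and TSPAN6. RGS18 measured 5.13 in the heart on the log2 scale and 11.61 ± 0.21 in nRBCs (SD, n = 4). TSPAN6, a tetraspanin, measured 12.19 in the heart and 9.87 ± 0.90 in nRBCs. All 59 probe sets were higher in nRBCs than in RBCs, also when adjusted over the list alone, with a largest adjusted p of 0.0032 from limma. Of these, 47 were Present on no RBC array. ITGB2 among them was Present on no blood array and has no fold. For the rest of the 47 the difference was at least 7.92-fold to at least 405-fold (median 35.5). The paper chose this list on these arrays, so its direction is not independent evidence. It also dropped genes with high expression on this same heart array, so the lower heart signals of Table 1 reflect that choice. Of all 1753 probe sets higher in nRBCs, the heart was above the nRBC mean in 1155 and not above it in 598. It was more than 1 log2 unit below the nRBC mean in 329 and called Absent in 220. The text gives no number for high expression in heart, and 1 heart array allows no test of single probe sets.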

**Figure 2:**
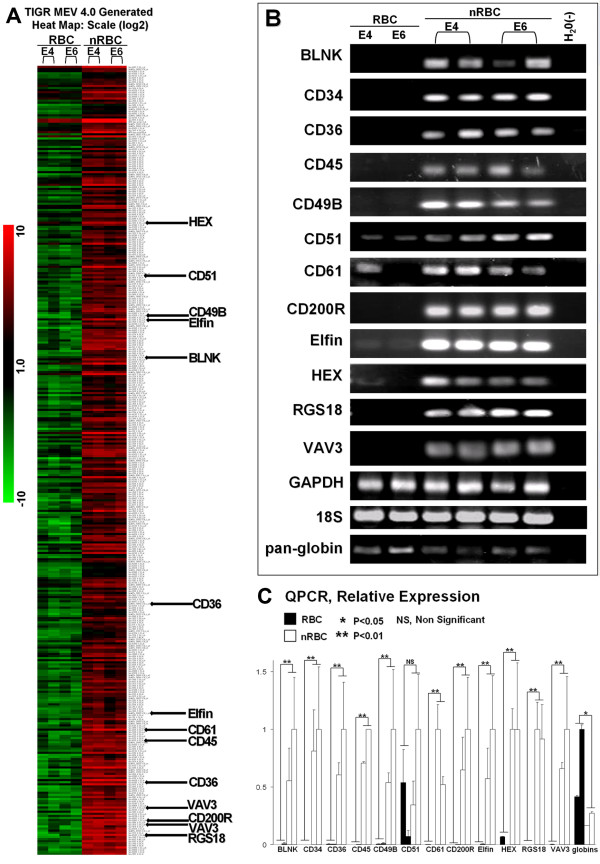
Array analysis and RT-PCR verification. (A) Heat map generated by TM4 SAM analysis with genes verified by PCR highlighted. (B) Semi-quantitative PCR analysis of candidate genes from array data and control GAPDH and 18S, and embryonic hemoglobin transcripts (pan-globin) in cDNAs from both E4 and E6 RBC and nRBC fractions. (C) QPCR data. All genes tested had significantly higher expression in nRBCs by Student's T-test (except for CD51). Hemoglobins are the only genes with significantly higher expression in RBCs. E4 data: left-hand bars, E6 data: right-hand bars.

**Figure 3:**
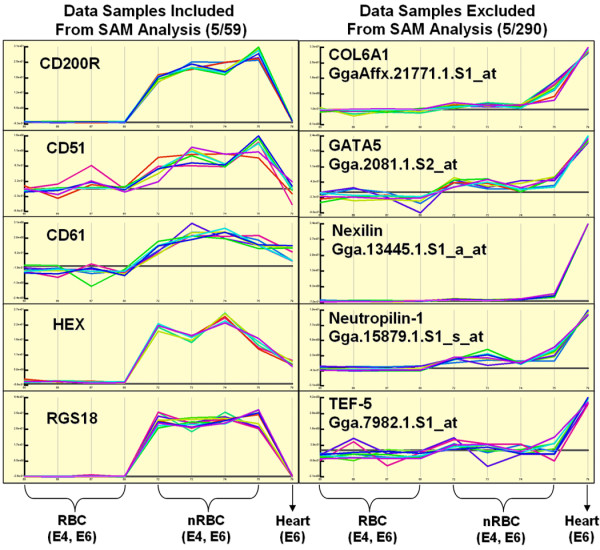
Representative array expression profiles generated by eXintegrator analysis. Example candidate genes kept from TM4 analysis (left) display an observable gradient of low expression in RBC samples and high expression in nRBC samples, and low-to-moderate expression in heart. Example candidate genes discarded from TM4 analysis (right) following examination by eXintegrator display high expression in negative control sample (heart).

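The discarded genes of Fig. 3 were higher in nRBCs than in RBCs and higher still in the heart. NEXN, the actin-binding muscle protein nexilin, measured 11.82 in the heart and 5.79 ± 0.83 in nRBCs (log2 signal, SD, n = 4), and was at least 8.12-fold higher in nRBCs than in RBCs (adjusted p = 2.4e-04 from limma). GATA5, a transcription factor of the early heart, measured 11.17 in the heart and 8.27 ± 1.45 in nRBCs and was at least 37.7-fold higher in nRBCs than in RBCs (adjusted p = 0.0025). NRP1, a receptor for semaphorins and VEGF, measured 9.42 in the heart and 7.10 ± 0.59 in nRBCs (at least 17.7-fold, adjusted p = 0.0019). COL6A1, a collagen chain, measured 6.83 in the heart and 5.13 ± 0.46 in nRBCs (at least 5.16-fold, adjusted p = 7.2e-04). The probe set of TEF-5 measured 7.13 in the heart and was Present on no blood array, so no fold is given. Of the other probe sets for these genes, the 2 further NEXN probe sets were also higher in nRBCs (at least 9.40-fold and at least 4.08-fold), while a further NRP1 probe set had a log2 difference of 1.33 (adjusted p = 0.106), and a further GATA5 probe set was Present on no blood array. Of the further COL6A1 probe sets, 1 did not pass (adjusted p = 0.0806) and 1 was Present on no blood array, as was a further probe set of TEF-5 (TEAD3, adjusted p = 0.295).

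**Figure D2:**
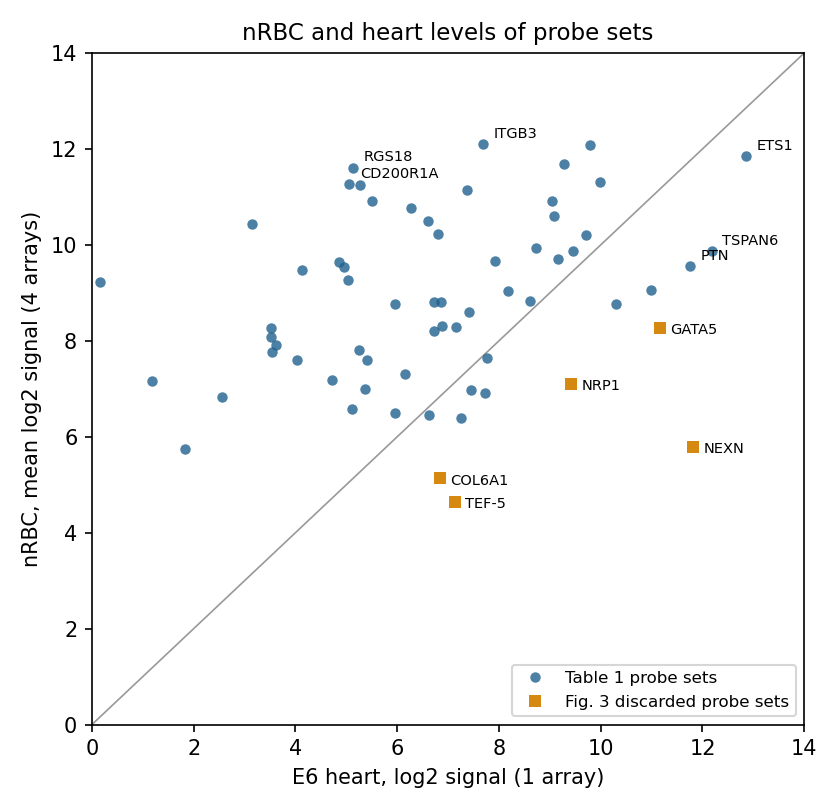
Log2 signal on the 1 heart array (horizontal axis) against the mean of the 4 nRBC arrays (vertical axis), both quantile normalized. Circles are the probe sets of Table 1 and squares the discarded probe sets of Fig. 3; the line marks equal levels, with all 5 squares and 10 of the 59 circles below it.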

### Hematopoietic Stem Cell (HSC) Associated Genes are Upregulated in nRBCs

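Several genes of stem and progenitor cells were higher in nRBCs than in RBCs. PTPRC, which encodes the leukocyte phosphatase CD45, was at least 84.7-fold higher (nRBC log2 signal 9.64 ± 0.29, SD, n = 4, adjusted p = 2.3e-04 from limma). CST7, the protease inhibitor cystatin F, was at least 16.6-fold higher (adjusted p = 1.1e-04). CD34, a stem cell glycoprotein, was Present on 3 nRBC arrays and no RBC array, at least 4.32-fold higher, but did not pass the test (adjusted p = 0.129); a further CD34 probe set was Present on no blood array. Of 25 stem and progenitor genes fixed before the data were examined, 10 were higher, 0 were lower and 15 did not pass limma's test, or 15 higher and 1 lower when adjusted over the list alone. Beyond CD45, these include the transcription factors FLI1 (at least 36.6-fold), CBFB (at least 26.4-fold), ERG (at least 6.90-fold) and HOXA9 (at least 6.37-fold), and the receptors KDR (at least 6.25-fold) and CXCR4 (at least 6.02-fold). On the 1 heart array CBFB (9.45 against 8.76), ERG (7.07 against 5.55), KDR (7.15 against 6.36) and CD34 (8.34 against 5.94) were above their nRBC means. CD45 (4.86 against 9.64), CST7 (2.56 against 6.82), FLI1 (8.52 against 10.1) and CXCR4 (4.87 against 5.53) were below theirs. By camera the stem and progenitor list had an adjusted p of 1.6e-06, and 0.010 with an estimated correlation. Of its genes 3 stand in Table 1, which was chosen on these arrays. Genes of other cell types were higher in the same fraction, 7 of 26 endothelial genes, which include ERG and KDR, 17 of 31 fibroblast genes and 13 of 40 cardiac muscle genes. All 22 probe sets under HSC in Table 2 were higher in nRBCs, 19 of them with no Present call in RBCs.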

Many genes known to be associated with HSCs were found to be preferentially expressed in nRBCs, such as the HSC membrane receptor glycoprotein (GP) CD45 (Tables 1 and 2) [5]. Moreover, transcription factors Ets-1 [6], HEX [7], KLF2 [8] and PU.1 [9], known to be essential for primitive and definitive hematopoiesis, were detected specifically in the nRBC population; as were the signaling molecules BLNK [6], FYN [10], RGS18 [11], Rac2 [12], LYN and SYK [13], VAV3 [14] and the ion channel Slo1 [15]. Additionally, the expression of many integrins, which are known to play an important role in the adhesion and homing of HSCs, were detected in nRBCs. 

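The transcription factors and signaling genes named were higher in nRBCs by the probe sets of Table 1. ETS1 was higher (nRBC log2 signal 11.85 ± 0.18, SD, n = 4, adjusted p = 9.5e-05 from limma) but Present on only 1 RBC array, so the size is not given. A further ETS1 probe set that was Present on every blood array did not pass (log2 difference -0.12, adjusted p = 0.880). HHEX, which encodes HEX, was Present on every blood array and higher by 4.49 (SE 0.45, adjusted p = 5.9e-04). SPI1, which encodes PU.1, was at least 28.7-fold higher by the probe set of Table 1 (adjusted p = 6.0e-04), while its further probe set differed by 2.10 (adjusted p = 0.0561). KLF2 was at least 11.0-fold higher, with a Present call on 1 of the 4 nRBC arrays (adjusted p = 5.6e-04). Among the signaling genes, RGS18, a regulator of G-protein signaling, was at least 405-fold higher and the exchange factor VAV3 at least 241-fold. KCNMA1, the potassium channel Slo1, was at least 65.7-fold higher and the kinase FYN at least 47.3-fold. The kinases SYK (nRBC 8.76 ± 0.17) and LYN (nRBC 8.81 ± 0.38, SD, n = 4) were also higher; each was Present on only 1 RBC array, so the size is not given. The probe set that Table 1 gives as BLNK carries the symbol SH2D6 in the platform's annotation and was at least 23.1-fold higher. The largest adjusted p of these 7 was 0.0019. Of 36 genes of Src family and immune receptor signaling, 13 were higher, 0 were lower and 23 did not pass, or 14 higher when adjusted over the list alone (list adjusted p = 4.0e-07, and 0.010 with an estimated correlation). Of its genes 9 stand in Table 1; outside it, the phosphatase PTPN6 was at least 30.2-fold higher and the adaptor LCP2 at least 26.8-fold.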

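Several integrin chains were higher in nRBCs than in RBCs. ITGB3 (CD61), the beta chain of the fibrinogen and vitronectin receptors, was at least 110-fold higher (nRBC log2 signal 12.09 ± 0.36, SD, n = 4, adjusted p = 9.5e-05 from limma). ITGA2 (CD49B), a collagen receptor chain, was at least 35.9-fold higher (adjusted p = 0.0023). ITGA6 (CD49F), a laminin receptor chain, was at least 23.4-fold higher (adjusted p = 0.0013) and ITGAV (CD51) at least 19.1-fold (adjusted p = 0.0029). By the paper's QPCR, CD51 was not significantly higher in nRBCs, and SAM at delta 2.5 left out its probe set here. ALCAM (CD166), an adhesion molecule of the immunoglobulin family, was at least 64.7-fold higher (adjusted p = 0.0011). The probe set of ITGB2 (CD18) passed the test (adjusted p = 3.9e-04) but was called Present on no blood array, so no fold is given; it measured 6.57 ± 0.56 in nRBCs. Of 16 integrin genes measured, 7 were higher, 0 were lower and 9 did not pass, or 9 higher when adjusted over the list alone. By camera the integrins had an adjusted p of 4.1e-06, and 0.010 with an estimated correlation; 5 of its genes stand in Table 1, chosen on these arrays. Outside Table 1, ITGB5 was at least 9.58-fold higher and ITGB1, Present on every blood array, was higher by 2.32 (adjusted p = 0.0083).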

A significant overlapping integrin repertoire was observed between nRBCs and a previous study on adipose derived stromal CD31+ HSCs and includes: CD18 (ITGB2), CD49B (ITGA2), CD49F (ITGA6), CD51 (ITGAV), CD61 (ITGB3/GPIIIa), and the non-integrin cell adhesion molecule CD166 (ALCAM) [16]. In addition to integrins, previous work has established an important role for GPs (e.g. CD34, CD45, CD61) in the adhesion and possibly homing of HSCs, and has demonstrated the expression of the GP receptor CD62L, and the GP Cystatin-7 on HSCs [17,18]. 

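GJA1, which encodes connexin 43, was at least 138-fold higher in nRBCs than in RBCs by the probe set of Table 1 (nRBC log2 signal 9.87 ± 0.95, SD, n = 4, adjusted p = 4.9e-04 from limma). A further GJA1 probe set was at least 13.8-fold higher (adjusted p = 0.0055), and neither was Present on an RBC array. GJC3 was at least 7.27-fold higher (adjusted p = 0.0133). GJA5, connexin 40 of arterial endothelium and atrium, was at least 4.61-fold higher, with a Present call on 1 nRBC array (adjusted p = 0.0022). On the 1 heart array GJC3 (8.51 against 6.30) and GJA5 (9.37 against 4.97) were above their nRBC means. GJA1 was below its nRBC mean there (9.45 against 9.87 by the probe set of Table 1). Of 11 connexin genes measured, these 3 were higher, 0 were lower and 8 did not pass, with the same count when adjusted over the list alone. The list as a whole did not pass (adjusted p = 0.122 by camera, and 0.393 with an estimated correlation), and GJA1 stands in Table 1, chosen on these arrays.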

Finally, cell-cell communication required during later differentiation of HSCs in the stroma is known to be mediated by the gap junctional protein connexin 43 (Cx43), another gene detected in the nRBC population [19].

**Table 1:** Genes significantly upregulated in nRBCs. Listed genes are ranked according to expression level in nRBCs shown as Log2 expression values. Genes highlighted in bold were verified by PCR.

**Probe Set ID**	**Gene Name**	**nRBC**	**RBC**
Gga.1039.1.S1_at	**CD61, Integrin Beta 3 (Platelet Glycoprotein IIIa)**	7.53	0.81
Gga.4472.3.S1_x_at	Thymosin Beta 4 TOLL-Like Receptor 7 (TLR7)	7.5	2.35
Gga.9122.1.S1_at	ETS-1 (p54)	7.31	-0.07
Gga.15362.1.S1_at	**RGS18 Regulator of G-protein Signalling 18**	7.11	-3.73
Gga.1187.2.S1_s_at	PINCH-1 hypothetical	7.07	4.02
Gga.5362.1.S1_a_at	**Elfin, PDZ and LIM Domain Protein 1 (PDLIM-1)**	6.81	-0.18
Gga.10042.1.S1_a_at	**CD200 Receptor 1 (CD200R)**	6.78	-1.78
Gga.6387.1.S1_at	p21 Rac2	6.74	-1.68
Gga.2876.1.S2_a_at	VAV3	6.65	-1.71
Gga.19950.1.S1_s_at	Coagulation Factor XIII, A1 Polypeptide	6.49	-2.26
Gga.3316.1.S1_s_at	**HEX probox protein**	6.44	1.91
Gga.12960.1.S1_at	Phospholipase C Gamma 2 (PLCG2)	6.29	-1.81
Gga.4451.1.S1_at	Gelsolin	6.14	0.08
Gga.9413.1.A1_at	Prostaglandin-Endoperoxide Synthase 1 (COX-1)	6.06	2.28
Gga.6665.1.A1_at	Peptide Methionine Sulfoxide Reductase (MSRA)	5.98	-1.16
Gga.514.1.S1_at	Coagulation Factor X Precursor Virus Activating Protease	5.79	-1.51
Gga.7018.1.S1_s_at	Fgd3, FYVE, RhoGEF and PH domain containing 3	5.79	0.51
GgaAffx.13009.1.S1_at	Tumor Necrosis Factor Alpha Induced Protein 8 (TNFAIP-8)	5.52	1.71
Gga.4772.1.S1_at	Connexin 43 (Cx43)	5.46	-3.4
Gga.11854.1.S1_at	Tetraspanin 6 (TSPAN6)	5.44	0.48
Gga.4350.1.S2_at	FYN Oncogene Related to SRC, FGR, YES	5.32	-0.29
Gga.1193.1.S2_at	**CD45, Protein Tyrosine Phosphatase Receptor Type C**	5.24	-1.89
Gga.3828.1.S1_at	ZOV3, Embigin Homolog	5.24	0.61
Gga.16474.1.S1_at	Pleiotrophin (PTN) Osteoblast-Specific Factor 1 (OSF-1)	5.16	-3.79
GgaAffx.21842.1.S1_s_at	Beta Defensin 7 (Gal 7)	5.13	0.18
Gga.11496.1.S1_at	CD62L, L-Selectin	5.09	-1.48
Gga.4225.1.S1_at	Leukocyte Cell-derived Chemotaxin 2 (LECT2)	4.89	0.24
Gga.10034.1.S1_at	Similar to Plasminogen Activator Inhibitor (PAI)	4.85	-3.93
Gga.2734.1.S2_at	CD166, Activated Leukocyte Cell Adhesion Molecule (ALCAM)	4.67	-2.35
Gga.13583.1.S1_at	**CD36, Thrombospondin Receptor (Platelet Glycoprotein IV)**	4.66	-2.74
Gga.2967.1.S2_at	CD49F, VLA6, Integrin Alpha 6	4.47	-0.16
Gga.19342.1.S1_at	Calcium-Activated Potassium Channel Subunit Alpha, Slowpoke (Slo1)	4.45	-3.99
Gga.5758.1.S1_s_at	LYN, Yamaguchi Sarcoma Viral Related Oncogene Homolog (vYES-1)	4.45	-1.42
GgaAffx.12646.1.S1_at	Spleen Tyrosine Kinase (SYK)	4.42	-2.6
Gga.3899.3.S1_a_at	Platelet-Derived Growth Factor Alpha (PDGF-A)	4.38	-2.38
Gga.4832.1.S1_at	Interferon Inducible Transmembrane Protein 3 (IITMP3, Fragilis)	4.25	-0.06
Gga.11657.1.S1_at	Thrombin Receptor, Coagulation Factor II Receptor	4.02	-1.14
Gga.11741.1.S1_a_at	Tissue Factor Pathway Inhibitor (Lipoprotein-Associated Coagulation Inhibitor)	3.98	-2.99
Gga.15893.1.S1_at	**CD49B, Integrin Alpha 2 (Platelet Glycoprotein IIb)**	3.94	-2.95
GgaAffx.22186.2.S1_s_at	Interleukin-1 Receptor Accessory Protein Precursor (IL1RAP)	3.88	-1.26
GgaAffx.13138.1.S1_at	Tumor Necrosis Factor (ligand) Superfamily Member 13b (TNFSF-13b)	3.75	-1.88
GgaAffx.13210.1.S1_at	SRC Like Adaptor (SLAP)	3.62	-4.21
Gga.690.1.S1_at	LY64, MD-1	3.51	-0.47
Gga.3738.1.S1_at	**B-cell Linker (BLNK)**	3.46	-1.18
Gga.4943.1.S1_at	Tumor Necrosis Factor Receptor Superfamily, Member 21	3.32	-1.4
Gga.5743.1.S1_at	LY96, MD-2	3.31	-3.02
GgaAffx.20689.1.S1_at	Spleen Focus Forming Virus (SFFV) Proviral Integration Oncogene (SPI-1, PU.1)	3.29	-2.58
Gga.815.1.S1_at	**CD51, Integrin Alpha V**	3.02	-2.36
GgaAffx.20858.1.S1_at	Cell Adhesion Molecule with Homology to L1CAM Precursor (CHL1)	2.89	-2.24
Gga.2039.1.S1_at	Heme Oxygenase (decycling) 1 (HMOX1)	2.88	-2.69
GgaAffx.11713.1.S1_s_at	Rho Guanine Nucleotide Exchange Factor 3 (GEF-3)	2.74	-1.8
Gga.3070.1.S1_at	CD121A, Interleukin-1 Receptor Type I	2.65	-3.35
Gga.1980.1.S1_s_at	Thrombospondin 4 (THBS4)	2.59	-2.6
Gga.11824.1.S1_at	Cystatin F, Leukocystatin	2.53	-3.57
Gga.4507.1.S1_at	CD18, Integrin Beta 2	2.27	-2.61
GgaAffx.24377.2.S1_s_at	Beta Parvin	2.22	-2.93
Gga.7769.1.S1_at	Fgd5, FYVE, RhoGEF and PH Domain Containing 5	2.15	-2.87
Gga.7528.1.S1_at	Kruppel-like Factor 2 (KLF-2)	2.07	-1.91
GgaAffx.1733.2.S1_s_at	CD62P, Cell Adhesion Molecule LECAM3	1.37	-3.73

**Table 2:** Genes significantly upregulated in nRBCs shown by gene categorization according to functional association. From left to right, genes with a known role in HSCs, myeloid cell lineage, lymphoid cell lineage, other types of non-hematopoietic cells (germ cells, neuronal or cardiac progenitors) or genes with no known role in development. Genes highlighted in bold were verified by PCR.

***HSC (22)***	***Myeloid (17)***	***Lymphoid (10)***	***Germ Line (2)***
**BLNK**	**CD36**	β-Defensin	Fragilis
CD18	**CD49B**	CD121A	Zov3
**CD45**	**Cd51**	HMOX1	
**CD49B**	**CD61**	LECT2	***Neural (2)***
CD49F	CD62P	MD1	PTN
**CD51**	**CD200R**	MD2	TSP4
**CD61**	Coagulation Factor X	TLR7	
CD62L	Coagulation Factor XIII	TNFSF13b	***Cardiac (2)***
CD166	COX-1	TNFSFR21	**Elfin**
**CD200R**	Gelsolin	SLAP	PINCH1
Cx43	PAI-1		
Cystatin F	PDGFA		***Unknown (8)***
ETS-1	PLCG2		β-PARVIN
FYN	PU.1		FGD3
KLF2	Thrombin Receptor		FGD5
LYN	Tissue Factor Pathway Inhibitor		IL1RAP
PU.1	**VAV3**		L1CAM
Rac2			MSRA
**RGS18**			TNFAIP8
Slo1			TSPAN6
SYK			
**VAV3**			

### Myeloid Markers Expressed by nRBCs

In addition to the expression of GPs on HSCs, expression of the platelet GP ligand CD62P (P-selectin), important for HSC adherence [20], and the myeloid GPs CD200R [21] and CD36 [22] were detected in the nRBC population. 

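Of these glycoproteins, CD200R1A (CD200R), an inhibitory receptor of myeloid cells, was at least 295-fold higher in nRBCs than in RBCs (nRBC log2 signal 11.26 ± 0.38, SD, n = 4, adjusted p = 1.4e-04 from limma). CD36, a receptor for thrombospondin and oxidized lipids, was at least 59.7-fold higher (9.03 ± 0.21, adjusted p = 4.7e-04). SELP (CD62P), the P-selectin of platelets and endothelium, was at least 7.92-fold higher by the probe set of Table 1, which was Present on 2 nRBC arrays (5.75 ± 1.13, adjusted p = 9.8e-04). None of the 4 further SELP probe sets passed limma's test; the nearest had a log2 difference of 1.12 (adjusted p = 0.0966).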

Other markers of the undifferentiated myeloid lineage including gelsolin [23] and PU.1 were both detected in nRBC fraction. Furthermore, many genes detected in nRBCs can be associated with platelet activation pathways such as, Coagulation Factors X and XIII, COX-1, PAI, PDGF, PLCG2, Tissue Factor Pathway Inhibitor, Thrombin Receptor, and VAV3 [24-27].

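Genes of macrophages and granulocytes were higher in nRBCs as a group. GSN, which encodes the actin-severing protein gelsolin, was at least 68.4-fold higher in nRBCs (log2 signal 10.61 ± 0.29, SD, n = 4, adjusted p = 9.5e-05 from limma). Of 35 macrophage and granulocyte genes, fixed before the data were examined, 13 were higher, 0 were lower and 22 did not pass, or 20 higher and 1 lower when adjusted over the list alone. As a group these genes had an adjusted p of 3.3e-08 by camera, and 0.010 with an estimated correlation; 2 of its genes stand in Table 1. LYG2, a lysozyme of the goose type, was at least 33.9-fold higher (adjusted p = 4.1e-04). C1QB, a complement chain made by macrophages, was at least 24.1-fold higher (adjusted p = 0.0049), the phagocytic receptor TIMD4 at least 14.6-fold (adjusted p = 0.0047) and CSF1R, the macrophage colony-stimulating factor receptor, at least 12.4-fold (adjusted p = 0.0041). CYBB, a subunit of the phagocyte oxidase, passed the test but was Present on no blood array.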

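Several genes of thrombocytes and of coagulation were higher in nRBCs than in RBCs, while most on their lists did not pass. F13A1, the clot-stabilizing factor XIII, was at least 235-fold higher (nRBC log2 signal 10.92 ± 1.04, SD, n = 4, adjusted p = 2.3e-04 from limma) and F10, factor X, at least 122-fold (adjusted p = 2.8e-04). PLCG2, a phospholipase of receptor signaling, was at least 185-fold higher, and SERPINB2, the plasminogen activator inhibitor of Table 1, at least 79.7-fold. TFPI, the tissue factor pathway inhibitor, was at least 44.6-fold higher and F2R, the thrombin receptor, at least 26.3-fold. PTGS1, the enzyme COX-1, was higher (nRBC 10.49 ± 0.57, SD, n = 4, adjusted p = 9.6e-04) but Present on only 1 RBC array, so the size is not given. PDGFA, a growth factor, was at least 64.0-fold higher by the probe set of Table 1 (adjusted p = 2.9e-04), while a further probe set did not pass (log2 difference 0.09, adjusted p = 0.946). Of 26 thrombocyte and megakaryocyte genes, 7 were higher, 0 were lower and 19 did not pass, or 10 higher when adjusted over the list alone (list adjusted p = 7.5e-04, and 0.0378 with an estimated correlation). GP9, a chain of the von Willebrand factor receptor that is not in Table 1, was at least 13.6-fold higher (adjusted p = 0.0300). Of 27 genes of coagulation and fibrinolysis, 6 were higher, 0 were lower and 21 did not pass, or 10 higher when adjusted over the list alone (list adjusted p = 1.8e-04, and 0.0310 with an estimated correlation). The median difference was 0.26 on the log2 scale over the thrombocyte list. Over the coagulation list it was 1.35, or 0.28 with undetected genes at their limits. Table 1, chosen on these arrays, holds 7 genes of the thrombocyte list and 4 of the coagulation list.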

### Lymphoid Markers Expressed by nRBCs

Our expression profiling of nRBCs reveals not only the known potential of early circulating embryonic cells towards myeloid and erythroid lineages, but also that of the lymphoid lineage. 

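Receptors, adaptors and antimicrobial peptides of innate immunity were higher in nRBCs than in RBCs. LY96 (MD2), the lipopolysaccharide-binding partner of a Toll-like receptor, was at least 28.6-fold higher (nRBC log2 signal 7.60 ± 0.28, SD, n = 4, adjusted p = 1.6e-04 from limma), and LY86 (MD1) at least 14.5-fold (adjusted p = 3.8e-04). AvBD7, a beta-defensin, was at least 29.6-fold higher and AvBD1, a defensin outside Table 1, at least 27.5-fold. LECT2, which attracts neutrophils, was higher (nRBC 9.27 ± 0.54, SD, n = 4, adjusted p = 2.9e-04). TNFSF13B (BAFF) was higher (nRBC 8.07 ± 0.34, SD, n = 4, adjusted p = 0.0026) as well; both were Present on only 1 RBC array, so the sizes are not given. TNFRSF21 (DR6) was at least 21.4-fold higher, and IL1R1 (CD121A) at least 16.4-fold (adjusted p = 0.0032). The probe set that Table 1 gives as thymosin beta 4 and Toll-like receptor 7 carries the symbol TMSB4X, a thymosin, in the platform's annotation and was higher by 5.09 (SE 0.40, adjusted p = 2.3e-04). The probe set annotated as TLR7 did not pass (log2 difference 0.35, adjusted p = 0.712). Of 40 genes of innate immune receptors and defensins, 14 were higher, 0 were lower and 26 did not pass, or 16 higher and 2 lower when adjusted over the list alone. Together they had an adjusted p of 4.6e-05 by camera, and 0.0293 with an estimated correlation; 8 of its genes stand in Table 1, chosen on these arrays.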

The expression of leukocyte specific genes which are part of the innate immune system such as the lymphocyte antigens LY64 (MD1) and LY96 (MD2), Toll-like receptor 7 (TLR7) [28] as well as Interleukin 1 Receptor (CD121A) [29], β-Defensin [28], members of the TNF signaling pathway, TNFSF13b (BAFF) and TNFSFR21 (DR6), which can mediate the innate immune response [30], and LECT2, which is involved in neutrophil chemotaxis [31], demonstrate that a lymphoid differentiation potential is already present at the peri-aortic stage, a finding which has been reported previously for similarly staged AGM derived cells in mice [32]. The only gene expressed in nRBCs which has a role in acquired immunity appears to be the Src-like adaptor molecule, SLAP, whose function is to repress surface IgM expression on B-cells [33]. 

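SLA, which encodes the adaptor SLAP, was at least 35.1-fold higher in nRBCs than in RBCs by the probe set of Table 1 (nRBC log2 signal 7.92 ± 0.28, SD, n = 4, adjusted p = 4.2e-04 from limma). Of its further probe sets, 1 was at least 16.2-fold higher (adjusted p = 0.0048) and 1 did not pass (log2 difference 0.65, adjusted p = 0.379). Most B and T lymphocyte genes did not pass the test between the fractions, which does not show equal levels. Of 17 B lymphocyte genes, 1 was higher (the probe set given as BLNK), 0 were lower and 16 did not pass, or 2 higher and 1 lower when adjusted over the list alone. The list's adjusted p by camera was 0.677, and 0.708 with an estimated correlation. RAG1, RAG2, IGLL1, CD79B and JCHAIN were Present on no blood array. Of 22 T lymphocyte genes, 3 were higher, 0 were lower and 19 did not pass, or 4 higher and 1 lower when adjusted over the list alone (list adjusted p = 0.709, and 0.802 with an estimated correlation). GATA3, a transcription factor of T cell development, was higher by 2.25 (SE 0.50, adjusted p = 0.0320) and Present on every nRBC array and 2 RBC arrays. CD3E, a chain of the T cell receptor complex, was at least 3.22-fold higher with a Present call on 2 nRBC arrays (adjusted p = 0.0176). IL2RG, a cytokine receptor chain, passed (adjusted p = 0.0073) but was Present on no blood array. From the innate immune genes in nRBCs, the paper concludes that a potential for lymphoid differentiation is already present at the peri-aortic stage, as in AGM cells of mice.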

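Most genes of heme synthesis, iron uptake, the red cell membrane and erythroid transcription did not pass the test between the fractions. HMOX1, which degrades heme, was at least 21.3-fold higher in nRBCs (log2 signal 7.18 ± 0.60, SD, n = 4, Present on 3 nRBC arrays, adjusted p = 2.3e-04 from limma). Of 14 genes of heme synthesis and iron uptake, 0 were higher, 1 was lower and 13 did not pass, or 2 higher (ACO1 and ALAS1) and 6 lower when adjusted over the list alone. As a list they were lower in nRBCs (adjusted p = 0.0087 by camera), but this was lost with an estimated correlation (adjusted p = 0.281). The gene that passed was GLRX5, a glutaredoxin of iron-sulfur assembly, which fell by 1.59 (SE 0.38, adjusted p = 0.0440). SLC25A38, a mitochondrial glycine carrier, measured 9.74 ± 0.84 in nRBCs and 11.77 ± 0.57 in RBCs (adjusted p = 0.0524), and UROD, a heme synthesis enzyme, 11.11 ± 0.35 and 12.47 ± 0.17 (adjusted p = 0.0540). All 14 were Present on at least 3 nRBC arrays. Of 15 genes of erythroid transcription factors and membrane, each by its brightest probe set, 0 passed limma's test in either direction, none also when adjusted over the list alone (list adjusted p = 0.212, and 0.629 with an estimated correlation; 0.0437, lower in nRBCs, without E6 nRBC replicate 1). Of these, 10 were Present on at least 3 nRBC arrays and 8 on at least 3 RBC arrays, TAL1, SLC4A1 and ANK1 among both.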

Interestingly, the heme oxygenase-1 (HMOX1) an essential enzyme in heme catabolism, was the only true erythroid associated gene detected in the nRBCs. However, the expression of HMOX1 has been reported in a variety of primitive and definitive white blood cell types as well, although it does not appear to be essential for their development [34].

### Germ Cell, Neural, and Cardiac Markers Expressed by nRBCs

Additional categories of genes that were observed in nRBCs include: Fragilis and Zov3 (associated with germ cells) [35,36], and Pleiotrophin (PTN) and Thrombospondin-4 (THSB4) (found in neuronal stem cells and progenitors) [37,38]. Moreover, despite being negatively screened against genes upregulated in the heart (Fig. 3), Elfin, and PINCH-1, which mark early cardiac cells [39,40], were detected in circulating nRBCs.

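The germ cell and neural genes named were higher in nRBCs than in RBCs. LOC770612, the probe set of Fragilis, was at least 18.6-fold higher (nRBC log2 signal 8.61 ± 0.67, SD, n = 4, adjusted p = 0.0014 from limma). EMB, the embigin homolog Zov3, was Present on 3 RBC arrays and was higher by 4.58 on the log2 scale (SE 0.49, adjusted p = 8.3e-04). PTN, the growth factor pleiotrophin, was at least 111-fold higher (adjusted p = 8.0e-04), and THBS4, an extracellular matrix protein, at least 17.7-fold (adjusted p = 0.0013). Both were higher in the heart than in nRBCs, PTN at 11.76 and THBS4 at 7.73 on the 1 heart array. Of 19 primordial germ cell genes, 5 were higher, 0 were lower and 14 did not pass, or 7 higher when adjusted over the list alone (list adjusted p = 0.0035, and 0.0378 with an estimated correlation). Those higher outside Table 1 were CDH2 (N-cadherin, at least 22.9-fold), CXCR4 and DMRT1, the last Present on no blood array. CDH2 measured 12.20 in the heart and 7.28 ± 0.83 in nRBCs. The germ line genes DDX4 (adjusted p = 0.367) and DAZL (adjusted p = 0.445) did not pass. Of 25 neural progenitor genes, 7 were higher, 0 were lower and 18 did not pass, or 8 higher and 1 lower when adjusted over the list alone. FABP7, a fatty acid binding protein of radial glia, was at least 17.0-fold higher (adjusted p = 0.0092) and NES, the filament nestin, at least 15.3-fold (adjusted p = 0.0076). The list's adjusted p was 0.0146, but 0.186 with an estimated correlation and 0.0599 without E4 nRBC replicate 2, and its median difference was 0.29, or 0 with undetected genes at their limits. Table 1, chosen on these arrays, holds 2 genes of the germ cell list and 3 of the neural list.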

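Both genes were higher in nRBCs, and so were other genes of heart muscle and of the connective tissue of the heart. PDLIM1, which encodes the PDZ and LIM domain protein Elfin, was at least 126-fold higher in nRBCs than in RBCs (nRBC log2 signal 11.32 ± 0.78, SD, n = 4, adjusted p = 3.1e-04 from limma). LIMS1, which encodes PINCH-1, was Present on every blood array and was higher by 3.12 (SE 0.32, adjusted p = 6.6e-04). On the 1 heart array PDLIM1 measured 9.99 and LIMS1 9.29, below the nRBC means. Of 40 cardiac muscle genes, fixed before the data were examined, 13 were higher in nRBCs, 0 were lower and 27 did not pass, or 16 higher and 1 lower when adjusted over the list alone. The troponin gene TNNC1 was at least 82.5-fold higher (heart 13.18, nRBC 9.27 ± 0.94), the myosin-binding protein gene MYBPC3 at least 49.7-fold (heart 13.44, nRBC 8.40 ± 1.33) and the myosin light chain gene MYL4 at least 14.2-fold. The list's adjusted p by camera was 6.4e-06, but 0.136 with an estimated correlation. Its mean was 4.81 to 5.08 on 3 nRBC arrays, 6.06 on E6 nRBC replicate 1, 3.06 to 3.48 on the RBC arrays and 8.37 in the heart. Of 31 genes of fibroblasts, cushion and epicardium, 17 were higher in nRBCs, 0 were lower and 14 did not pass, or 21 higher when adjusted over the list alone (list adjusted p = 4.7e-11, and 0.0378 with an estimated correlation). The protease gene MMP2 was at least 88.1-fold higher (adjusted p = 1.2e-04). The proteoglycan genes DCN and LUM were at least 83.2-fold and at least 69.9-fold higher, and the collagen gene COL1A2 at least 39.7-fold. LUM varied between the nRBC arrays (8.96 ± 1.79, SD, n = 4). Of 26 endothelial genes, 7 were higher, 0 were lower and 19 did not pass, or 12 higher and 3 lower when adjusted over the list alone (list adjusted p = 0.0037, but 0.0549 with an estimated correlation). CDH5, the cadherin of endothelial junctions, was at least 33.5-fold higher and the angiopoietin receptor gene TEK at least 12.4-fold. The discarded genes of Fig. 3, which the paper called on these arrays, stand in these lists. The cardiac list holds NEXN, GATA5 and TEAD3 (TEF-5), the fibroblast list COL6A1 and the endothelial list NRP1. NEXN and GATA5 are among the 13 cardiac genes that were higher.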

### Additional Genes Expressed by nRBCs

Finally, a list of genes with unknown functions has emerged from this screen. 

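The genes listed as unknown in Table 2 were higher in nRBCs than in RBCs, all 8 of them. IL1RAP, a partner chain of the interleukin-1 receptor, was at least 31.4-fold higher (nRBC log2 signal 8.22 ± 0.64, SD, n = 4, adjusted p = 2.4e-04 from limma). TNFAIP8 was Present on every blood array and was higher by 3.67 on the log2 scale (SE 0.37, adjusted p = 5.6e-04). Of the others, TSPAN6 was at least 30.5-fold higher (adjusted p = 9.6e-04) and CHL1, an adhesion molecule related to L1CAM, at least 21.2-fold (adjusted p = 3.0e-04). PARVB, which encodes beta-parvin, was at least 13.3-fold higher with a Present call on 2 nRBC arrays (adjusted p = 6.6e-04). FGD5 was at least 12.9-fold higher (adjusted p = 0.0019). Heart signals lay above the nRBC mean for FGD5 and TSPAN6 and the heart was called Absent for 2 of the 8. The list was chosen on these arrays, so its direction is not independent evidence.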

Although the Interleukin-1 Receptor Associated Protein (IL1RAP) and TNF-alpha Interacting Protein 8 (TNFAIP8) are likely to be involved in the innate immune response, the other 6 genes remain developmentally uncharacterized, and may provide insight into the function and differentiation of HSCs (Table 2). 

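The probe set that Table 1 gives as peptide methionine sulfoxide reductase was at least 111-fold higher in nRBCs than in RBCs (nRBC log2 signal 10.43 ± 0.31, SD, n = 4, adjusted p = 2.0e-04 from limma). The platform's annotation gives this probe set the symbol MAL, a membrane protein of T cells and myelin. The probe set annotated as MSRA was Present on every blood array and measured 5.24 ± 0.22 in nRBCs and 6.00 ± 0.64 in RBCs (adjusted p = 0.341). Of 30 antioxidant genes, 4 were higher in nRBCs, 1 was lower and 25 did not pass, with the same counts when adjusted over the list alone. MSRB3, another methionine sulfoxide reductase, was at least 15.7-fold higher (adjusted p = 1.2e-04), and the peroxidase gene GPX7 at least 3.61-fold with a Present call on 1 nRBC array (adjusted p = 0.0022). Both were above their nRBC means on the 1 heart array, MSRB3 at 11.22 against 6.74 and GPX7 at 6.87 against 4.62. MSRB1 was Present on only 1 RBC array and just passed (adjusted p = 0.0497). The other higher gene was HMOX1 (heart 4.72, nRBC 7.18) and the lower one BLVRA. The list as a whole did not pass (adjusted p = 0.709 by camera, and 0.784 with an estimated correlation); its mean difference was 0.37 and its median -0.16. Catalase (CAT), the superoxide dismutases SOD1 and SOD2 and the peroxiredoxins PRDX1, PRDX3, PRDX4 and PRDX6 did not pass.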

Interestingly, the Peptide Methionine Sulfoxide Reductase gene (MSRA), which was expressed in nRBCs, may help to protect progenitor cells against oxidative stress [41], although conclusive proof to this end remains to be demonstrated.

### Further Expression Validation: ISH, IHC and FACS

Following our expression profiling at the in vitro level, we next verified our expression data for certain interesting candidate nRBC expressed genes, for which QPCR had been performed, by wholemount is situ hybridization (ISH) and immunostaining (IHC) of the yolk sac. At E4 and E6, the time points analyzed, the yolk sac is highly vascularized and provides a receptacle for circulating cells transiting to and from the embryonic and extraembryonic regions. Reproducible labeling of rare positive circulating cells was observed for CD61, CD200R, and HEX, whereas infrequent clusters of positive cells were found to express RGS18 by ISH (Fig. 4). Furthermore, HEX expression was observed in large numbers of mesenchymal cells neighboring blood vessels either containing, or devoid of HEX positive circulating cells. CD200R occasionally labeled cells with an endothelial morphology. IHC for the CD51/CD61 heterodimer or vitronectin receptor (alpha3betaV integrin) revealed expression in rare circulating small rounded cells which were either clumped and associated with the endothelium, or singular. FACS analysis using this antibody demonstrated that 4% of nRBCs are positive for this antigen, whereas RBC staining was negligible (Fig. 5). ρ-globin, which is still prominently expressed in both E4 and E6 RBCs [42], was used as a positive control for yolk sac ISH (Fig. 4). ρ expression was observed in the majority of circulating cells, but was negative in certain infrequent cells presenting non-RBC morphology.

**Figure 4:**
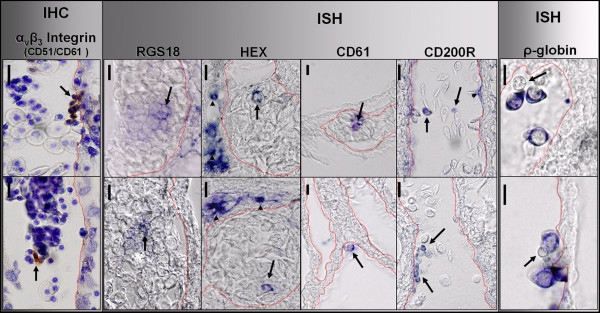
In situ hybridization and histological analyses. From the 12 candidate genes used for QPCR 6 probes were generated that gave some positive signal at earlier embryonic stages; 4 of these stained small numbers of cells in the yolk sac, with the remaining 2 no positive cells were detectable. Embryonic ρ-globin is expressed in the vast majority of circulating cells but is observed to be negative in some rare cells (arrows), whereas CD200R, CD61, HEX, RGS18 and the vitronectin receptor (CD51/61) are expressed in scattered circulating (arrows) and attached cells (arrowheads) throughout the yolk sac vasculature. Red contours outline the vascular lumen. Left and right panels indicate distinct staining of single cells with the indicated probe or antibody. Bars = 20 μm.

**Figure 5:**
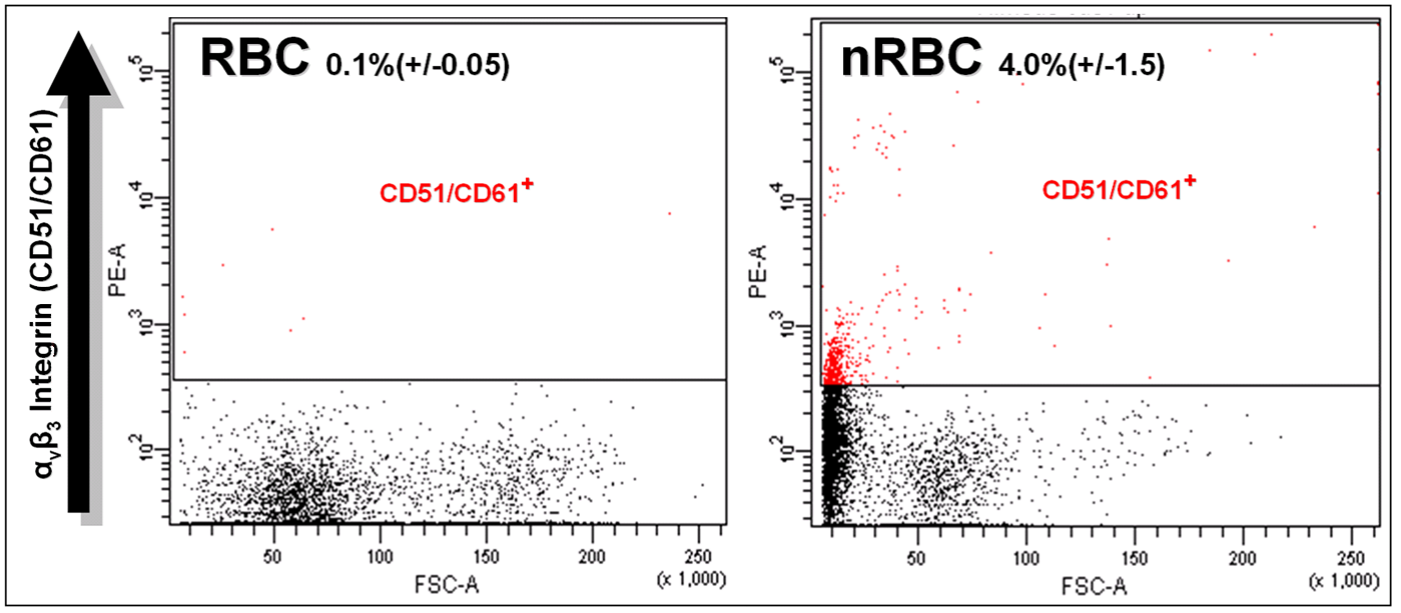
FACS profile of fractionated blood stained with PE-conjugated vitronectin receptor antibody 23C6. The number of positive cells is significantly increased in nRBCs.

## Conclusion

In summary, gene expression profiling of nRBCs in the chick embryo has revealed the expression of a set of genes indicative of a wide range of hematopoietic stem cells and progenitors primarily of either the erythroid or myeloid lineages present in early circulation. It has indeed been postulated that cells with an "erythromyeloid" potential constitute the first subset of HSCs with potential for liver engraftment and eventual long-term hematopoiesis in the bone marrow [43]. Lastly, the identification of several previously undescribed genes may prompt closer examination of their functions in chick and other model organisms. We, however, do not observe a prominent difference in expression profiles between E4 nRBCs and E6 nRBCs, during which period the second wave of HSC generation is actively taking place in the peri-aortic region, transiting from the initial appearance of intra-aortic clusters at about E4 to the formation of para-aortic foci at E6 [4]. It is therefore unclear whether the nRBCs we detect in E4-6 circulation, with the profiles of hematopoietic cells and progenitors, represent those from yolk sac or peri-aortic cells.

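No single gene passed the test between E4 and E6 in the setting used here, and few did in others. In nRBCs limma called 0 probe sets at an adjusted p under 0.05 (lowest adjusted p = 0.797), with 1696 at an unadjusted p under 0.05 where chance gives about 1922. In RBCs it also called 0 (lowest adjusted p = 0.288), with 3058 at an unadjusted p under 0.05. In RBCs 4 probe sets were higher and 6 lower at E6 with only probe sets Present on at least 2 blood arrays, 2 were higher and 1 lower with an intensity trend, and 1 was higher with 16 added to each signal. The difference between these stage effects, tested as an interaction, gave 0 calls and 2036 at an unadjusted p under 0.05. By camera at its preset correlation, but not with an estimated correlation, the cell cycle list was lower at E6 and the erythroid list higher. Of 44 cell cycle genes, 43 had a lower mean at E6 in nRBCs (median difference -0.59, adjusted p = 1.2e-05 by camera) and 43 in RBCs (median difference -1.02, adjusted p = 4.5e-09). With an estimated correlation these adjusted p-values were 0.910 and 0.925. In nRBCs the cell cycle mean was 8.33 on E6 nRBC replicate 1 and 9.60 to 9.69 on the others, and without it the direction was reversed (adjusted p = 0.829). Of 15 erythroid transcription factor and membrane genes, 13 had a higher mean at E6 in each fraction (adjusted p = 0.0169 in nRBCs and 0.0084 in RBCs, but 0.910 and 0.925 with an estimated correlation); without E6 nRBC replicate 1 the value in nRBCs was 0.392, and without E6 RBC replicate 2 that in RBCs was 0.142. Of 40 cardiac muscle genes, 26 had a higher mean at E6 in nRBCs (adjusted p = 0.0239, but 0.910 with an estimated correlation and 0.829 without E6 nRBC replicate 1). No list differed between the stage effects of the fractions (lowest adjusted p = 0.111). In simulated arrays with 2 nRBC arrays per stage, 200 probe sets were raised or lowered, some by 2 and the rest by 4 log2 units. Of either size 0% were recovered, so changes of this number and size would have been missed in nRBCs. The simulated spread was that within a fraction with stages pooled, which counts any real stage difference as spread. A stage change in RBCs was not simulated. The paper reasons that, since no prominent difference was seen between the stages, it is unclear whether these cells represent those from the yolk sac or from the peri-aortic region.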

## Methods

### Blood Isolation

Blood was collected from the embryonic ventricles using fine glass microcapillaries. Cells were washed in PBS-EDTA, centrifuged at 1500 g, and separated on a RediGrad:NaCl (9:2.5) density gradient (Amersham) by centrifugation for 20 minutes at 10,000 g. Upper nRBC and lower RBC populations were collected by pipette and placed in RNA lysis buffer or assayed using chemical stains or FACS.

### Benzidine Staining

RBC and nRBC populations were smeared onto glass slides and fixed in 2.5% gluteraldehyde for 1 hr. A 0.1% Benzidine staining solution was then applied (0.001 g/ml benzidine; 0.0068 g/ml imidazole; 0.05 M Tris-HCl, pH7.6; 0.3% H_2_O_2_) for 1 hr at 37°C. Slides were then briefly washed in PBS, dehydrated in ethanol, mounted and photographed.

### RNA Isolation and RT-PCR

Cells were lysed using QIAshredder spin columns and total RNA was extracted using the RNeasy total RNA extraction kit (Qiagen). Equal amounts of total RNA from each sample were converted to first-strand cDNA in parallel with the Superscript III reverse transcriptase synthesis system (Invitrogen). Real-time QPCR was performed using Quantitect SYBR PCR master mix (Qiagen) in a 7900 HT Fast Real-Time PCR System (Applied Biosystems). All PCRs were performed in duplicate with at least 2 biological samples at an annealing temperature of 60°C, using between 30 and 45 amplification cycles. Analysis of the melting curve excluded the amplification of unspecific products. In each QPCR run, a standard curve was generated using duplicate 6-log spanning serial dilutions. PCR products for standard curves were column-purified, measured for DNA concentration, sized by agarose gel electrophoresis, sequenced, aliquoted and stored at -80°C for a maximum of 2 months. Standard curves were calculated by SDS software, and test samples were fitted to the generated curve (Applied Biosystems). Primer sequences are available in Table 3.

**Table 3:** Primer sequences used for PCR and in situ probe generation

**PCR PRIMERS**	
18S rRNA FORWARD	CGAAAGCATTTGCCAAGAAT
18S rRNA REVERSE	GAGTCGGCATCGTTTATGGT
BLNK FORWARD	GAAATCGCCTTCATCCAAAA
BLNK REVERSE	ACCAAGGAGGTATGCTGGTG
CD34 FORWARD	GCAACAACACTGCTCAGCTC
CD34 REVERSE	TTGCTGACACCACCAGATGT
CD36 FORWARD	AAGGAAAGACCCTTGCCAAT
CD36 REVERSE	ATTGCTGCAGTTTCCATTCC
CD45 FORWARD	GCCAAGAGGAGCCATAATCA
CD45 REVERSE	ATCCTGGGTCTCCTGGAATC
CD49B FORWARD	AAAAGAAACGTTGCAAATGAAAT
CD49B REVERSE	GTTTCTGACTTCTCTGCTGCAA
CD51 FORWARD	CATTGAAGGAGACGTGCAAA
CD51 REVERSE	AGTTTGGGTCCAAAGTCGTG
CD61 FORWARD	TTAACAACCCCTTGGCTGTC
CD61 REVERSE	CCACCGAGGTAAGGATGAGA
CD200R FORWARD	TGGTGACTGTCCTTGTGGAA
CD200R REVERSE	GACACAGTGGAGGTGGAACC
Elfin FORWARD	AGCTGCAATAGCCAACCTGT
Elfin REVERSE	GCTCATCTGCACAGCTCTTG
GAPDH FORWARD	TGGGTGTCAACCATGAGAAA
GAPDH REVERSE	CATCCACCGTCTTCTGTGTG
HEX FORWARD	CCCAGATTTCCCATTTCAGA
HEX REVERSE	TACACGAGCAGAGAGGGACA
Pan globin FORWARD	ACCGCCAAGTACCGTTAAGA
Pan globin REVERSE	TTCATCTCATTTGGCTGCTC
RGS18 FORWARD	AAATAAGTGGCAAGCAAAGTTGA
RGS18 REVERSE	CAGCAATAAGTTGCCTGGTTG
Vav3 FORWARD	TCCGCTTGCAAACAATTACA
Vav3 REVERSE	CTCAGGGTGATGGGGAGATA
	
**ISH PROBE PRIMERS**	
CD61 FORWARD	CACCGTGTGTGATGAGAAAA
CD61 REVERSE	ACAGGTTTGATGGTGAAGGA
CD200 FORWARD	TGGCTCTGTACTGCGATGAC
CD200 REVERSE	GAACAGCAAGGGAAAACCAA
CD200 T7 REVERSE	TAATACGACTCACTATAGGGAACAGC
HEX FORWARD	GACTACACGCACGCACTGATC
HEX REVERSE	CAAACTGCTATGTACACGAGCAG
RGS18 FORWARD	CTTCCCACTACCTGCTCTGC
RGS18 REVERSE	GGACCGTGATCGTCTCCTAA
RGS18 T7 REVERSE	TAATACGACTCACTATAGGGGACCGTG

### Affymetrix Array Data Analysis

Amplification of 100 ng of RNA using the Two-Cycle cDNA Synthesis Kit and IVT Labeling Kit (Affymetrix) and subsequent hybridization and scanning was carried out by the Functional Genomics Unit (RIKEN CDB). Pivot raw data files from duplicate microarray experiments were analyzed using the TIGR MultiExperiment Viewer 4.0 (TM4) software package. Briefly, data was log2 transformed, subjected to quantile normalization and analyzed by SAM (Significance Analysis for Microarrays), using 100 random data permutations, and a delta value of 2.5 (p value 0.0018) (Fig. 6). This cutoff was used to minimize false positives, but as a consequence created potential false negatives. 

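RUNX-1 and cKIT, genes of blood stem cells, were called higher in nRBCs by SAM at its looser setting. The RUNX-1 probe set, which has no symbol in the platform's annotation, was Present on every blood array and was higher by 3.74 in nRBCs (SE 0.68, nRBC 9.41 ± 0.78, SD, n = 4, adjusted p = 0.0123 from limma). KIT, the stem cell factor receptor, was Present on no RBC array and at least 17.3-fold higher (nRBC 8.83 ± 1.98, SD, n = 4), but did not pass limma's test (adjusted p = 0.0564). In SAM with 100 permutations, computed here after the methods, neither was called at delta 2.5 and both were called at delta 0.9. At delta 0.9, 2076 probe sets were higher in nRBCs and 0 were lower, with a median of 105.5 calls in permuted data (5.08%), and all 59 probe sets of Table 1 were included; limma called 311 lower, and 3611 were lower at an unadjusted p under 0.05. The probe sets annotated as RUNX1 did not pass: their log2 differences were 0.26 (adjusted p = 0.872, Present on no blood array) and 0.86 (adjusted p = 0.448).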

A number of previously described hematopoietic markers such as RUNX-1 (Affy ID: Gga.1019.1.S1_at) and cKIT (Affy ID: Gga.606.1.S1_at) were found using a delta value of 0.9 (p value 0.05), but were excluded from our analysis. Hierarchical clustering of significant data points was then carried out by Co-variance algorithm [44]. All significant data points generated by SAM analysis were double checked manually using the eXintegrator software package [45,46] against negative control E6 embryonic heart array data, which was not performed in duplicate. Data points with high expression in heart were eliminated (Fig. 3). Quality control of microarray data, which was well within an acceptable range, was performed using the Bioconductor Affy array analysis suite [47].

**Figure 6:**
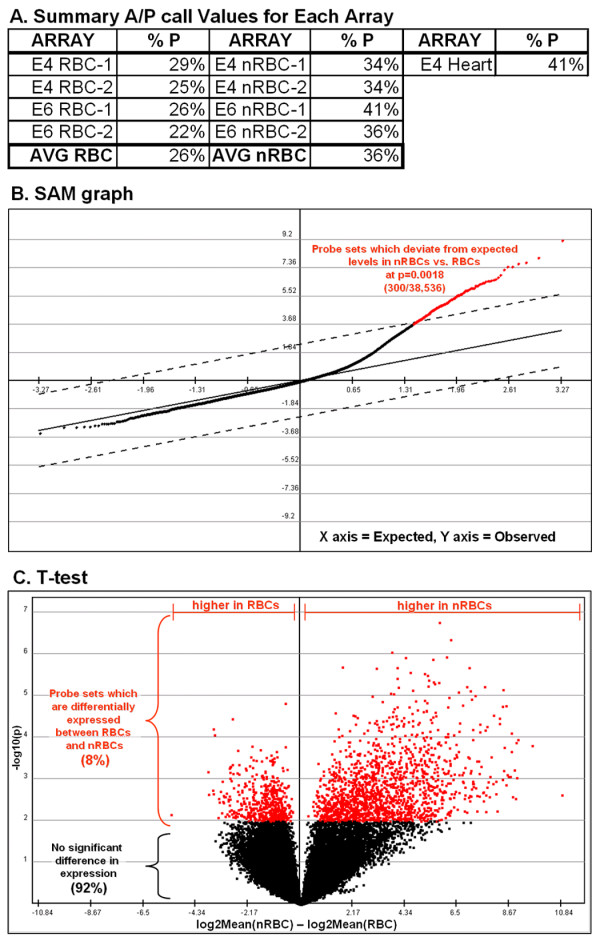
Statistical analyses of the complexity of RBC and nRBC transcriptomes. (A) Summary of present (P) calls for all arrays used in this study as a percentage of all calls (either present, P; absent, A; or missing, M). nRBCs have 10% more P calls than RBCs. Nevertheless, 1/4 of the RBC transcriptome is scored as present. (B) Graphical representation of SAM analysis showing significantly different genes between nRBCs and RBCs in red, which were examined in this study. (C) Grouped T-test between RBCs and nRBCs shows that for a confidence level of 95%, 98% of the hybridization values for probe sets between these two groups are not significantly different.

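More probe sets were called Present in nRBCs than in RBCs. The share was 34.6 ± 0.956% in nRBCs and 25.8 ± 2.86% in RBCs (SD, n = 4 arrays each), a difference of 8.78 percentage points (exact 2-sided permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). The RBC arrays gave 29.4% and 25.2% at E4 and 26.2% and 22.4% at E6. The nRBC arrays gave 34.1% and 34.2% at E4 and 34.0% and 36.0% at E6, and the heart array 40.5%. Of 38439 probe sets, 9998 were Present on every nRBC array and 6937 on every RBC array. For 1194 the call was Present on every nRBC array and on no RBC array, TPM1, PLCG2 and VAV3 among them, and for 4 the reverse held. No blood array gave a Present call for 20071.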

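SAM, computed here after the methods with 100 permutations and a delta of 2.5, called 394 probe sets higher in nRBCs and 0 lower, with a median of 0 calls in permuted data; limma called 311 lower, and 3611 were lower at an unadjusted p under 0.05. Every one of the 394 was among the 1753 that limma called higher. The calls include 58 of the 59 probe sets of Table 1 and leave out ITGAV. RGS18, ATP2A3, VAV3 and PTPN6 are among them. Of the 394, the heart signal was above the nRBC mean in 221 and not above it in 173. Of the 336 calls outside Table 1, 125 had a heart signal not above the nRBC mean, among them the phosphatase PTPN6, the adaptor LCP2 and the transcription factor FLI1.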

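In a grouped test without adjustment, 7560 probe sets (19.7%) passed at the confidence level of 95%, 3690 of them higher and 3870 lower in nRBCs, and 80.3% did not pass. At p under 0.01, 91.1% did not pass. After Benjamini-Hochberg adjustment 1629 passed, 1221 higher and 408 lower, and 95.8% did not. By limma's adjusted p, 94.6% did not pass.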

### Wholemount ISH and IHC

Yolk sacs from E4 and E6 embryos were collected and fixed in 4% paraformaldehyde, and cut into small pieces to allow greater probe and antibody diffusion. For ISH, samples were processed as described previously [48]. Probes for CD200R and RGS18 were generated by 2 round PCR using primers given in Table 3. Probes for CD61, ρ-globin and HEX were cloned into pGEM-T vector. The probe for embryonic ρ-globin has been described previously [42]. Probe templates were verified by sequencing. RNA probes were generated by either T7 or Sp6 in vitro transcription, and verified by agarose gel electrophoresis. For IHC, all solutions were TBST based. Tissue was blocked for 1 hr (5% sheep serum 1 mg/ml BSA), incubated with mouse anti-human vitronectin antibody, clone 23C6, with known cross reactivity in chicken [49] (BioLegend) at a dilution of 1:40 overnight at 4°C, washed once and blocked for endogenous peroxidase activity, washed again 3×, incubated for 1 hr in secondary HRP conjugated anti-mouse, washed 3×, and developed using DAB solution (Sigma-Aldrich). All tissues were embedded in wax and sectioned to 9 μm on a MICROM HM325 Microtome. IHC samples were counterstained with hematoxylin.

### FACS

Fluorescent Assisted Cell Sorting (FACS) analysis was performed on a BD FACSAria. RBC and nRBCs were separated as described and blocked for 30 min in DMEM/3% FCS (Invitrogen), incubated for 1 hr in either 1:40 PE-conjugated mouse anti-human vitronectin (see IHC) or BD PE-conjugated mouse secondary antibody (negative control, not shown), washed twice in blocking buffer and analyzed. Positive cell counts were observed and recorded using BD FACSDiva software.

## Authors' contributions

BASM and GS designed the experiments; BASM, CA, HT and LMJ performed the experiments; BASM, CA and GS analyzed the data; BASM and GS wrote the paper. All authors have read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

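Gene expression was measured on the Affymetrix chicken array in RNA of circulating cells of chick embryos at E4 and E6, parted by density into RBC and nRBC fractions, with 2 arrays per stage and fraction, and in embryonic heart on 1 array. The paper states that duplicate arrays come from separate pools, with 30 to 100 embryos per array. It does not say whether RBC and nRBC arrays share pools. Conditions and replicate numbers were taken from the sample labels and the paper. The heart is E6 in the methods and E4 in the heading of the deposited table; it is treated as E6.

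The authors amplified 100 ng of RNA and hybridized it, and their table holds MAS5 signals on a linear scale with a detection call for each probe set; the MAS5 version is not given in the sources used here. These intensity values were computed by the authors from the scanned arrays with MAS5 before deposition, and the deposited signals were not scaled between arrays. The authors' series matrix holds the log2 of the same signals minus each array's mean (largest deviation 1.2e-06), with column medians from -0.25 to -0.13, and it was not quantile normalized. Their further steps, quantile normalization and SAM in TM4 and a check by eye against the heart, were described in the paper; the check by eye could not be repeated.

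Of 38535 probe sets, 96 Affymetrix controls were left out and 38439 were tested, with no filter on detection. Signals of 0, 11 over the blood arrays, were set to 0.1, and the log2 signals were quantile normalized over the 8 blood arrays. The platform annotation gave 1 symbol for 27168 probe sets, several for 177 and none for 11094, and 8 probe sets were named from Table 1; the symbols number 13010. The gene IDs of 26853 of the probe sets with 1 symbol were found in the reference table of genes. Genome coordinates were not used.

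Fractions were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 4 nRBC against 4 RBC arrays). Stages were compared in a limma model with a mean for each of the 4 groups, with contrasts for E6 against E4 in each fraction and for their difference. Calls are Benjamini-Hochberg adjusted p-values under 0.05 over all probe sets. Duplicate arrays are separate pools, so the p-values rest on the spread between arrays and treat all arrays as independent. Whether RBC and nRBC arrays share pools is not stated. For a probe set Present on no array of a fraction, the difference is given against the arrays' limits, as "at least N-fold". This is not a strict lower bound for each probe set. No fold is given where this value is under 1 or the probe set is Present on no blood array. For probe sets that passed and were Present on only 1 RBC array no size is printed. The limits on the arrays, their lowest Present log2 signals, were 2.18 to 3.11. The heart array was mapped onto the same quantiles and set beside the nRBC mean without a test of single probe sets. Only its gap to the nRBC mean was compared between the cardiac muscle and fibroblast lists, by permuting genes.

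The 21 gene lists were tested with camera (limma) at a preset correlation of 0.01, 1 probe set per symbol (the one with the highest mean signal), adjusted over the lists, and also with a correlation estimated from the data. The lists, the tests, the rule for named genes and the other settings were fixed before the data were examined, except where a setting is named below as added. The rule chose every gene the paper names, the 12 largest differences in each direction between the fractions (adjusted p under 0.05, Present on every array of the higher fraction, no overlap of the arrays, exactly 1 symbol), the 8 largest in each direction for the stage contrasts, where no probe set passed, up to 4 members per list with the lowest p, and the globins; the values of Table 1 had been seen, and not every gene chosen is printed. Where a gene has several probe sets, values are of the probe set of Table 1 or the one the rule chose, and further probe sets of the same gene did not always pass. Further members of lists are named from the same test and were chosen after their values were seen.

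SAM was computed with 100 permutations of the arrays at delta 2.5 and 0.9, after the methods. The grouped test of Fig. 6C was computed per probe set, unadjusted and after Benjamini-Hochberg. Shares of Present calls were compared by an exact permutation test.

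Alternatives were no quantile normalization, median scaling on the 6595 probe sets Present on all blood arrays, quantile normalization with the heart array, 16 added to each signal before log2, only the 15319 probe sets Present on at least 2 blood arrays, the series matrix, an intensity trend in limma, stricter thresholds, arrays of the same number as pairs, leaving out each array, SAM, the grouped test, other limits for the heart, other counts of Present calls, and for the lists an estimated correlation and another choice of probe set. Added after seeing the data were the arrays' scale (under or over 600 signals below 1) as a block, and the arrays of either scale alone. A difference that passed in neither setting was given no direction in these comparisons.

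The steps were tested on simulated arrays with the real means and spread of 38439 probe sets, 200 of them changed, some by 2 and the rest by 4 log2 units. The spread was that within a fraction, stages pooled. Between the fractions, limma recovered 92% of changes of 4 log2 units and 10% of changes of 2, and called 5 unchanged probe sets; between the stages in nRBCs it recovered 0% of either. A list raised by 2 log2 units was the only 1 called. The PCR, in situ hybridization, staining and cell sorting data of the paper were not used here.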

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

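Tests chosen only after the result was seen are those of whole-heart RNA, of normalization and array scale for the excess of higher probe sets, and, for cell cycle genes, of array scale, RNA quality and E6 nRBC replicate 1; leaving out each array and the estimated correlation were set before as settings for every list, and the tests of normalization and of E6 nRBC replicate 1 for heart genes and the other splits of the arrays were set before.

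Some results stand out in data the paper did not analyse. In nRBCs 17 fibroblast, cushion and epicardium genes, 13 cardiac muscle genes, 7 endothelial genes and 3 T lymphocyte genes were higher than in RBCs, 311 probe sets were lower, and 125 SAM calls outside Table 1 had a heart signal not above the nRBC mean.

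Single arrays lay apart from the other 3 of their fraction in 9 of 131 groups tested, where chance gives about 1 in 20. The Present share was highest on E6 nRBC replicate 2 (36.0%). On E6 nRBC replicate 1 the list means of globins (13.47) and of macrophage and granulocyte genes (6.31) were high, that of cell cycle genes (8.33) was low, and IL1R1 was high (8.45). On E6 nRBC replicate 2 the germ cell mean (4.65), GJA1 (8.46) and PTPRN2 (4.72) were low. On E4 nRBC replicate 2 OSGIN1 was low (6.77).

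Genes of heart muscle and of heart connective tissue were higher in nRBCs. Whole-heart RNA in 1 proportion would put both groups equally far below the heart array. The 13 muscle genes lay at a median of -5.12 and the 17 connective tissue genes at -2.00 relative to it. The difference was 3.11 (2-sided permutation test over genes, p = 0.001). The test cannot decide on that source, because only genes called higher in nRBCs entered it. Genes with a lower heart signal could enter only with a smaller gap. The test also treats genes as independent units and rests on 1 heart array. Of these 30 genes, 28 were called without quantile normalization and 28 with median scaling, and 23 without E6 nRBC replicate 1, so neither accounts for the pattern. Whole-heart RNA remains possible, as do heart cells of several types taken up in unequal shares while drawing blood from the ventricles. Expression by circulating cells remains possible too, and these alternatives to whole-heart RNA were not tested. No blood drawn elsewhere was measured, so a biological explanation was not tested.

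More probe sets were higher than lower in nRBCs, 84.9% of those called by limma's adjusted p, though without adjustment limma gave 3922 higher and 3611 lower and the grouped test 3690 and 3870. The share was 97.1% without quantile normalization, 87.9% with median scaling and 83.9% with array scale as a block. These values argue against quantile normalization or scale as the whole cause of the called excess. The share fell to 70.4% with 16 added to each signal, 74.3% with the Present filter and 75.8% with an intensity trend. Its size thus depends on the setting, and the cause was not tested. Of 35 splits of the 8 arrays into 4 and 4, only 1, the real one, gave its 2064 calls, and the highest other gave 1. Every other split mixes the fractions within a group, which widens the spread there and keeps calls few. The splits therefore cannot exclude chance for the number of calls, and they do not test the share of higher ones. By the rule set before, chance is not excluded for the 14 of 21 lists called by camera, since 2 of the 35 splits gave 14; the other exchanged E6 RBC replicate 2 and E6 nRBC replicate 2 and so kept most of the difference between the fractions, and the 18 splits with 2 arrays of each fraction on each side gave 0 to 2 lists. The larger range of genes in the mixed nRBC fraction stays open as a biological explanation, and differences in RNA quality between the fractions (3' to 5' ratio of GAPDH) were not separated from it.

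The cell cycle list was lower at E6 than at E4 by camera at its preset correlation, while no single gene passed. With an estimated correlation neither list result held (adjusted p = 0.925 in RBCs and 0.910 in nRBCs). With the preset correlation the RBC list's adjusted p by camera was 2.3e-08 with array scale as a block. Each RBC stage holds 1 array of either scale, so scale was balanced and the block could not move the difference. The GAPDH ratio of the E6 RBC arrays differed from that of the E4 RBC arrays by -0.0478 on average, which argues against lower RNA quality. In nRBCs the result rests on E6 nRBC replicate 1: without it the direction was reversed (adjusted p = 0.829). That array also had the highest GAPDH and actin ratios of the nRBC arrays (12.7 and 12.4, against 4.22 to 5.99 and 2.55 to 4.50), so lower RNA quality stays open there; a slower cell cycle at E6 stays open in RBCs and was not tested.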

How the results depend on the processing

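The alternatives by array scale (as a block, or only the arrays of 1 scale) were added after seeing the data; the others were set before. The count of probe sets higher in nRBCs (1753) stayed within 1.5 times under normalization, pseudocount, filter, trend, pairing and array-scale-block settings. Exceptions were adjusted p under 0.01 (905), only arrays with many low signals (649) or with few (0, 3 arrays, with 3775 at an unadjusted p under 0.05 in limma), SAM at delta 2.5 (394) and the unadjusted grouped test (3690); without each array it was 1150, without E4 nRBC replicate 2, to 1546. All 59 Table 1 probe sets were higher without each array, 57 with the Present filter and 0 with the few-low arrays. No array alone ended a stage count of 0.

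The count of lower probe sets (311) depended more on the setting: 43 without quantile normalization, 987 with a pseudocount, 741 with the Present filter, 705 with a trend, 38 at adjusted p under 0.01, 109 with arrays paired by number as the replicate block, 47 with many-low arrays and 0 with few, 0 in SAM at delta 2.5 and 0 at 0.9, and 3870 in the unadjusted grouped test; without each array it was 132, without E4 nRBC replicate 1, to 250. Between E6 and E4 in RBCs 1 probe set was higher with a pseudocount, 4 were higher and 6 lower with the Present filter, and 2 were higher and 1 lower with a trend. The heart count (598) was 329 with the heart more than 1 log2 unit below the nRBC mean and 220 with the heart Absent. The difference in Present calls was 7.66 to 9.97 points without each array, and without E6 nRBC replicate 2 its exact permutation p was 0.0571. Stricter thresholds and smaller sets of arrays call fewer by construction; for the other settings the cause was not tested.

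With an estimated correlation, list results no longer passed for heme (0.281), endothelial (0.0549), cardiac (0.136), neural (0.186) and immediate early genes (0.186), nor between stages for cell cycle (0.910 in nRBCs, 0.925 in RBCs), erythroid (0.910 and 0.925) and cardiac genes (0.910). Immediate early genes (0.0478) also failed without quantile normalization (0.109), with the Present filter (0.161), array scale as a block (0.0865), many-low arrays (0.118) and the most often Present probe set (0.117). With many-low arrays connexins passed (0.0423), and the stage results failed for erythroid genes in RBCs (0.120) and cardiac genes in nRBCs (0.340). Without single arrays adjusted p ran from 0.0274 to 0.0924 for immediate early genes, 0.0437, without E6 nRBC replicate 1, to 0.570 for erythroid genes, 0.0021 to 0.0599, without E4 nRBC replicate 2, for neural genes, 0.0065 to 0.142, without E6 RBC replicate 2, for erythroid genes by stage in RBCs and 0.0073 to 0.392, without E6 nRBC replicate 1, in nRBCs. By stage in nRBCs, cell cycle (4.3e-16 to 0.829) and cardiac genes (4.8e-06 to 0.829) reversed direction without E6 nRBC replicate 1, at 0.829 each, which passes no threshold.

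For single named probe sets 2717 comparisons with an alternative were unchanged in direction and call, 31 passed only in the alternative, 264 passed only in the main setting, 118 of these with the 3 few-low arrays, and none reversed. The 3 few-low arrays gave no stage contrast and no list test. Signal over background limits the sizes: 1342 of the 1753 higher probe sets had no Present call in RBCs.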

Differences from the paper's values

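For probe sets called higher in nRBCs, the paper's Fig. 6B shows about 300, read by eye, and limma at an adjusted p under 0.05 called 1753; the paper's threshold was SAM at delta 2.5, so the thresholds differ. Of the alternatives set before the data were examined, SAM at delta 2.5 (394) falls within 1.5 times the paper's value; the other settings, with 905 to 3690 calls or 1150 to 1546 without each array, do not.

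The levels of Table 1 were compared on the scale of log2 signal minus the array's mean. Without quantile normalization 115 of 118 lie within 0.02 of the paper's, and after it 18 do, with a median gap of 0.07. Table 1 is thus nearer to values that were not quantile normalized, although the methods describe that step. The largest gap is that of IL1R1, 0.20 without the step and 0.26 after it. By more than the SD over the 4 arrays, 1 level differs without the step, 0 after it and 108 with 16 added to each signal.

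The legend of Fig. 6C gives a larger share of probe sets without a difference than found here. The share was 80.3% in the unadjusted grouped test at the same confidence level, 91.1% at p under 0.01, 95.8% after Benjamini-Hochberg and 94.6% by limma. In Fig. 6A the Present share of E6 nRBC replicate 1 is about 41%, read by eye, against 34.0% here, while the other 7 blood arrays match.

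The paper gives HMOX1 as the sole erythroid gene in nRBCs. Of 15 erythroid genes, 10 were Present on at least 3 nRBC arrays here, and all 14 heme and iron genes were. A Present call shows only detection, while the paper's genes were those higher in nRBCs than in RBCs, so the measures differ. By limma's adjusted p over all probe sets, 0 of the 15 and 0 of the 14 were higher in nRBCs. HMOX1 was higher in nRBCs both in the paper and here. The paper states that SLAP appears to be the sole gene of acquired immunity in nRBCs. SLA was higher here by the probe set of Table 1 (at least 35.1-fold), and by 1 further probe set (at least 16.2-fold), while another did not pass (adjusted p = 0.379). Higher as well by limma's adjusted p were GATA3 (log2 difference 2.25), CD3E (at least 3.22-fold) and IL2RG (Present on no blood array). Of 17 B lymphocyte genes, 16 did not pass. The paper's genes were called by SAM and dropped where expression in heart was high, so the criteria differ. CD3E measured 5.44 on the heart array, above its nRBC mean of 4.52. GATA3 (4.26 against 6.82) and IL2RG (3.18 against 6.05) measured less in the heart than in nRBCs.

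The paper's PCR gives hemoglobins as higher in RBCs. On the arrays the 5 globin genes were among the 60 brightest probe sets in both fractions, so saturation can hide such a difference and the arrays do not test it. The paper gives MSRA and TLR7 as expressed in nRBCs. Their own annotated probe sets did not pass (adjusted p = 0.341 and 0.712), and the probe sets of Table 1, annotated as MAL and TMSB4X, were higher. The paper gives CD34 as high in nRBCs by PCR; on the arrays it was at least 4.32-fold higher but did not pass (adjusted p = 0.129).

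The paper found KIT with SAM at delta 0.9. KIT was called by SAM at that delta here as well, and not by limma (adjusted p = 0.0564).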

Other observations

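Genes outside Table 1 with a heart signal below the nRBC mean were higher in nRBCs, among them genes of leukocytes and macrophages. Those named were chosen after their values were seen. CSTA, a cysteine protease inhibitor, was at least 162-fold higher in nRBCs (log2 signal 12.26 ± 0.41, SD, n = 4, heart 5.24), and BIN2, a membrane-bending protein of leukocytes, at least 145-fold (9.95 ± 0.67, heart Absent). DNASE1L3, a nuclease of macrophages, was at least 73.0-fold higher and AADAC at least 68.7-fold. LDHA, lactate dehydrogenase A, was Present on 3 RBC arrays and was higher by 7.80 on the log2 scale (SE 0.97, adjusted p = 0.0019 from limma).

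On the heart array the globin mean was 10.31, against 13.20 to 13.47 on the nRBC arrays and 13.22 to 13.42 on the RBC arrays. Of the 311 probe sets lower in nRBCs, 95 were Present on every RBC array and 206 were Present on no nRBC array.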
